# Losartan protects human stem cell-derived cardiomyocytes from angiotensin II-induced alcoholic cardiotoxicity

**DOI:** 10.1038/s41420-022-00945-2

**Published:** 2022-03-28

**Authors:** Yuanxiu Song, Hongxia Li, Shuhong Ma, Min Zhu, Wen-jing Lu, Feng Lan, Ming Cui

**Keywords:** Cardiomyopathies, Embryonic stem cells

## Abstract

Alcoholic cardiomyopathy (ACM) is a myocardial injury caused by long-term heavy drinking. Existing evidence indicates that high levels of oxidative stress are the key to pathological cardiomyopathy caused by long-term exposure to high concentrations of alcohol, while angiotensin II (AngII) and its type 1 receptor (AT1R) play an important role in excessive drinking. Whether oxidative stress-induced damage in ACM is related to AngII and AT1R is unclear, and the effects of alcohol on the electrophysiology of myocardial cells have not been reported. Most existing studies have used animal models. This study established an in vitro model of ACM based on human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs). The transcriptional profiling of alcohol treatment was performed by RNA-seq analysis. The role of oxidative stress, the expression of nicotinamide adenine dinucleotide phosphate oxidase (NOX), and the role of AngII and AT1R in the overactivation of oxidative stress were studied using fluorescent labeling, Western blotting, and high-content quantitative analysis. Real-time cell analysis(RTCA) and microelectrode array (MEA) were used to continuously monitor myocardial beating, observe the effects of alcohol on myocardial electrophysiological activity, and clarify the protective effects of the AT1R blocker losartan on ACM. We found that AngII and AT1R contribute to the effects of alcohol on the myocardium through oxidative stress damage, the mechanism of which may be achieved by regulating NOX.

## Introduction

Alcoholic cardiomyopathy (ACM) is a myocardial injury caused by long-term alcohol abuse, clinically characterized by dilated left ventricle, reduced ventricular wall thickness, and myocardial contractile dysfunction [1]. ACM ultimately develops into reduced left ventricular ejection fraction or even heart failure. The incidence of ACM is related to the daily level and duration of alcohol consumption: an alcohol intake of 80 g/day for more than 5 years significantly increases the risk of ACM [2]. Epidemiological data have shown that ACM represents 3.8–47% of all cases of nonischemic cardiomyopathy [3, 4]. However, no effective therapy is currently available for ACM.

Increasing experimental evidence showed that apoptosis and oxidative stress play an important role in pathological cardiomyopathy caused by exposure to large amounts of alcohol [5]. Reactive oxygen species (ROS) and reactive nitrogen species (RNS) play an important role in the initiation and progression of cardiovascular disease [6]. Studies have shown that angiotensin II (AngII) and AngII type 1 receptor (AT1R) significantly contribute to excessive alcohol consumption in dogs [7]. This study provides direct evidence that alcohol induces the activation of nicotinamide adenine dinucleotide phosphate oxidase (NOX) through the AngII–AT1R pathway, increasing ROS and the apoptotic response in mice [8]. However, all those procedures have been performed almost exclusively in animal models; no experiments have been performed on human cell models to investigate the underlying mechanism of ACM.

Recently, the establishment of disease models and drug screening using human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs) has become a hot topic in cardiovascular research [9]. The hiPSC-CM technology is usually not directly available from the original heart tissue. In addition to avoiding damage to the heart tissue caused by sampling, it can truly simulate the real state of human cardiomyocytes. With stable electrophysiology and contraction characteristics, hiPSC-CMs provide new insights into the molecular mechanism of cardiovascular diseases by simulating many phenotypes of human cardiomyocytes [10, 11]. In this study, we established a model of acute ACM to investigate the effects of alcohol on the structure, function, and electrophysiological activities of cardiomyocytes and its underlying mechanism using hiPSC-CMs.

## Results

### Alcohol induces cell viability and electrophysiological abnormalities in hiPSC-CMs

To establish a model of ACM, first, we used a small molecule-based protocol to differentiate hiPSC cell lines into hiPSC-CMs [12]. And the pluripotency of the hiPSCs was confirmed [13, 14]. Differentiated hiPSC-CMs stably expressed the myocardial atopic markers MYL2 and cTNT after induced differentiation (Fig. 1A). Subsequently, the hiPSC-CMs were used to establish a human cell model of ACM. The Cell-Counting Kit-8 (CCK-8) assay revealed that alcohol dose-dependently reduced cell viability, and cell viability showed a significant decline after exposure to more than 100-mM alcohol (Fig. 1B). The cardiomyocytes showed a shrunken and rounded morphology after exposure to hiPSC-CMs treated with 100-mM alcohol for 24 h (Fig. 1C).

**Fig. 1:**
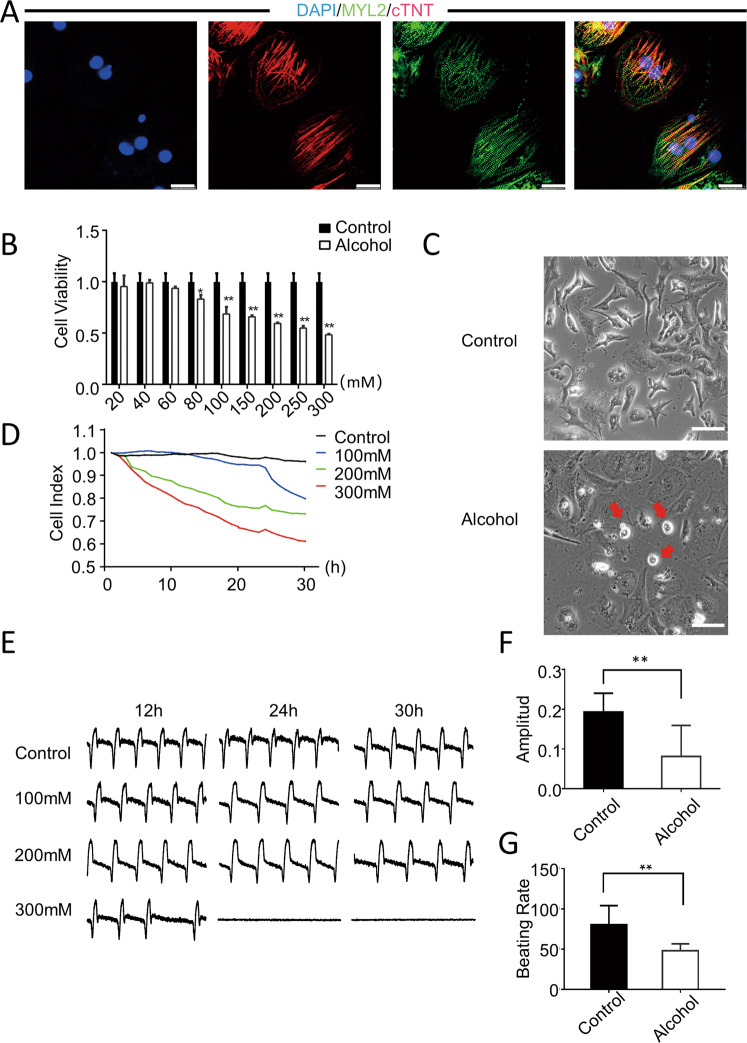
Modeling alcoholic cardiomyopathy using hiPSC-CMs. **A** Representative immunostaining for the expression of MYL2 (green) and cTNT (red) in hiPSC-CMs. Scale bar = 50 μm. **B** CCK-8 assay showed that the cell viability decreased to 95.3, 98.9, 93.6, 83.1, 68.5, 59.4, 54.8, and 48.3% after treatment with different concentrations of alcohol (i.e., 20, 40, 60, 80, 100, 150, 200, 250, and 300 mM) for 24 h (*n* = 4). **C** Representative images showed that hiPSC-CMs shrink and became round after alcohol treatment. Scale bar = 200 μm. **D** RTCA was used to monitor the changes in cell index after treating hiPSC-CMs with different concentrations of alcohol (i.e., 100, 200, and 300 mM) for 30 h (*n* = 30). **E**–**G** Changes in vibration amplitude and beat frequency over a 30-h period [**F**(*n* = 39); **G**(*n* = 41)]. Results are presented as means ± standard error of the mean (*P < 0.05, **P < 0.01, ***P < 0.001; two-sided Student’s *t*-test or one-way analysis of variance).

To understand the electrophysiological changes in cardiomyocytes in alcoholic heart disease, we used real-time cellular analysis (RTCA) to dynamically monitor the effects of different concentrations (i.e., 0, 100, 200, and 300 mM) of alcohol on the electrophysiological activity and contractile function of hiPSC-CMs. The results showed that alcohol had a significant inhibitory effect on the contractility of hiPSC-CMs in a dose-dependent manner (Fig. 1D). Furthermore, alcohol has adverse effects on the beating rate and amplitude. The amplitude of hiPSC-CMs decreased after treatment with alcohol for 30 h (Fig. 1E, F). The beat rate of alcohol-treated hiPSC-CMs was also slower than that of controls (Fig. 1G).In addition, We examined the electrophysiological performance of cardiomyocytes using the microelectrode array (MEA). The results showed that under the treatment of 100, 200, and 400 mM alcohol, the field potential (FP) of cardiomyocytes was significantly prolonged and the contractility was significantly decreased. However, when alcohol was removed, the FP and contractility of cardiomyocytes with 100 and 200 mM alcohol could be recovered to a certain extent, while the FP and myocardial contractility of cardiomyocytes with 400 mM alcohol did not recover. This shows that the injury at a low concentration of alcohol is reversible, but the result of injury is irreversible after a high concentration of injury treatment. (Fig. S1A, B) These results demonstrated that alcohol affected the cell viability and electrophysiological activity of human cardiomyocytes.

### Alcohol induces cardiac cell apoptosis

To further evaluate the cardiotoxicity of alcohol to hiPSC-CMs, we tested the release of lactate dehydrogenase (LDH) in hiPSC-CMs treated with 100-mM alcohol. Notably, alcohol caused obvious myocardial injury, as evidenced by an increment in LDH release (Fig. 2A). Moreover, mitochondrial membrane potential was evaluated using JC-1, which stains normally hyperpolarized mitochondria in red and damaged depolarized mitochondria in green. Confocal imaging showed that the red-to-green ratio has significantly dropped in hiPSC-CMs after alcohol treatment (Fig. 2B, C). This indicated that alcohol caused myocardial injury through mitochondrial damage, suggesting that cardiac apoptosis significantly contributes to alcohol-induced cardiotoxicity. Intriguingly, flow cytometry results showed a significant increase in apoptosis in hiPSC-CMs after exposure to alcohol (Fig. 2D, E).

**Fig. 2:**
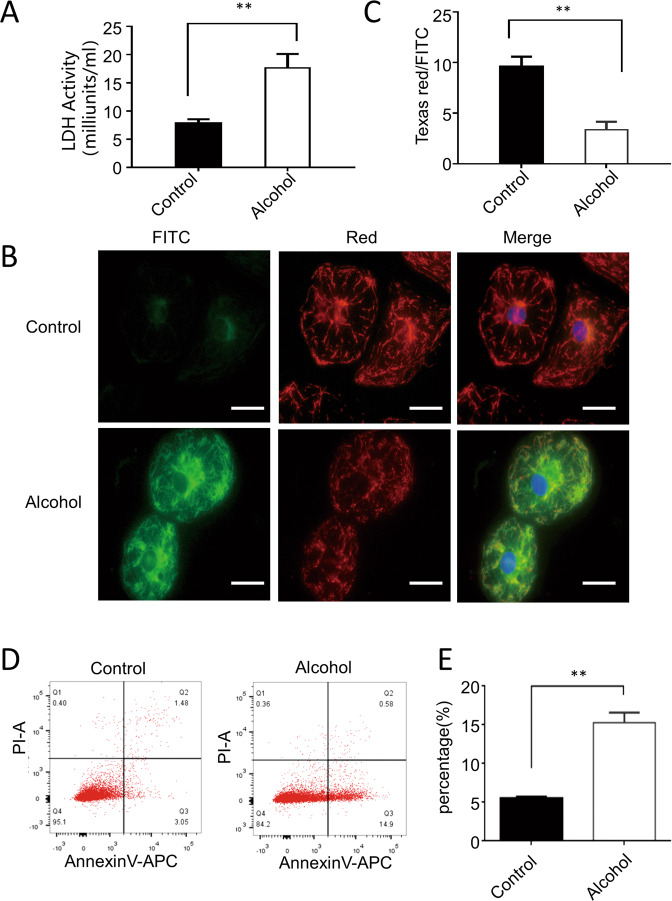
Alcohol-induced cardiomyocyte damage. **A** LDH activity assay showed that 100 mM alcohol can induce the upregulation of LDH expression in hiPSC-CMs 2.5 times (*n* = 7). **B** HTS analysis showed that the red-green fluorescence ratio has significantly dropped (*n* = 7). **C** The representative immunofluorescence image of JC-1 labeling showed that the green fluorescence expression of hiPSC-CMs significantly increased after treatment with 100-mM alcohol for 2 h. Scale bar = 25 μm. **D**, **E** Flow cytometry and quantitative analysis showed that 100-mM alcohol increased early apoptosis of hiPSC-CMs (*n* = 3). Results are presented as means ± standard error of the mean (**P < 0.01; two-sided Student’s *t*-test or one-way analysis of variance).

### Analysis of transcriptional profile changes induced by alcohol in hiPSC-CMs

To explore the mechanism of myocardial injury induced by alcohol, RNA sequencing was performed on hiPSC-CMs treated with 100 mM alcohol. 

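RNA was sequenced from 2 libraries of untreated hiPSC-CMs, 2 of hiPSC-CMs exposed to 100 mM alcohol for 24 h and 2 of hiPSC-CMs exposed to 100 mM alcohol together with 1 μM losartan for 24 h. The paper and the sample labels call the cells hiPSC-CMs and name the line H9, which is a line of human embryonic stem cells. The authors deposited for each library an expected count per gene, which is an estimate of its reads and need not be a whole number, and the FPKM, which is that estimate scaled by the length of the gene and by the reads of the library. The paper's text does not name the aligner, the counting program or the genome build, so genes are given by symbol and NCBI Gene number without coordinates. The expected counts summed to 5051448 and 5034583 in the control libraries, to 5050675 and 4903673 in the alcohol libraries and to 4898287 and 5025934 in the co-treated libraries. At this depth a gene at 0 can still hold up to 3 counts, which is 0.594 to 0.612 CPM (counts scaled to library size), and this limit covers counting error only. Across genes the log2 CPM of the replicate libraries correlated at r = 0.978 in control, 0.975 in alcohol and 0.975 in co-treated cells. The counts of the replicates differed by 4.54, 7.30 and 4.46 times their counting noise (chi-square per degree of freedom), so in no group did the pair differ by less than the sampling noise. Rounded counts were normalized with TMM and tested with edgeR's quasi-likelihood test for the 14926 genes that passed its expression filter, with the 6 libraries in 1 fit and Benjamini-Hochberg adjustment over genes. Standard errors were taken as the size of the log2 fold change divided by the square root of the F statistic. With 2 libraries per group an exact permutation test of a single gene cannot reach 0.05, since the smallest two-sided p it allows is 0.333, so adjusted p-values rest on the spread that the fit shares across genes.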

The results showed that 174 differentially expressed genes (DEGs) (more than onefold, probability of more than 0.8) were regulated by alcohol. 

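Genes were compared with these thresholds on the FPKM of the 2 control and 2 alcohol libraries, with 0.001 in place of a FPKM of 0. The probability was taken as the share of differences between replicate libraries that lie below the gene's own difference both in log2 ratio and in FPKM, as the NOISeq method does, and onefold was read as a log2 ratio beyond 1 in either direction. Of 20585 genes with a FPKM above 0 in at least 1 of these libraries, 169 passed, 73 higher and 96 lower in alcohol, and the paper's reported number is 174. Short RNA genes (microRNAs, snoRNAs and scaRNAs) were 130 of the 169, or 76.9%, against 2.20% of the 20585 genes. The highest expected count in any of the 4 libraries had a median of 2 among these short RNA genes and of 135 among the remaining 39 genes. In all, 131 of the 169 genes had fewer than 10 counts in every library, and 82 had counts in 1 library only. In 73 genes both alcohol libraries lay beyond both control libraries. Without the short RNA genes 47 genes passed, 39 of them among the 169. The alternative that moved the number most was CPM in place of FPKM, with 26 genes. With alcohol replicate 1 left out, 269 genes passed.

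The edgeR test called 10 genes between alcohol and control at an adjusted p under 0.05, 9 of them higher in alcohol, while 1649 genes had an unadjusted p under 0.05 against 746 expected by chance. On simulated libraries with no gene changed it made 4 calls, so some of the 10 may be false. In the measured libraries it tested 37 of the 169 genes, called 7 of them and gave 35 of them an unadjusted p under 0.05. With DESeq2 in place of edgeR the number of genes called was 72, and with either co-treated library left out of the fit it was 3. MFAP4 (NCBI Gene 4239) had 25.8 ± 1.25 FPKM in control and 58.8 ± 11.4 FPKM in alcohol (SD, n = 2 each), a log2 fold change of 1.14 (standard error 0.14, adjusted p = 0.0116 from edgeR). Over 13 alternatives its adjusted p lay between 1.68e-06 and 0.427, with 0.0630 without co-treated replicate 1 and 0.0598 without co-treated replicate 2 in the fit. COL14A1 (NCBI Gene 7373) had 6.13 ± 1.15 FPKM in control and 16.8 ± 5.74 FPKM in alcohol (SD, n = 2 each), a log2 fold change of 1.41 (standard error 0.20, adjusted p = 0.0247 from edgeR), which was 0.133 and 0.113 without these libraries in turn and 1.68e-06 to 0.529 over 13 alternatives. HSPE1-MOB4 (NCBI Gene 100529241), a read-through gene whose reads can be shared with HSPE1 and MOB4, was the 1 gene called lower, with 70.1 and 62.1 counts in control and 0 in both alcohol libraries, at least 21.7-fold lower (adjusted p = 0.0186 from edgeR, and 4.66e-05 to 0.506 over 12 alternatives).

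**Figure D1:**
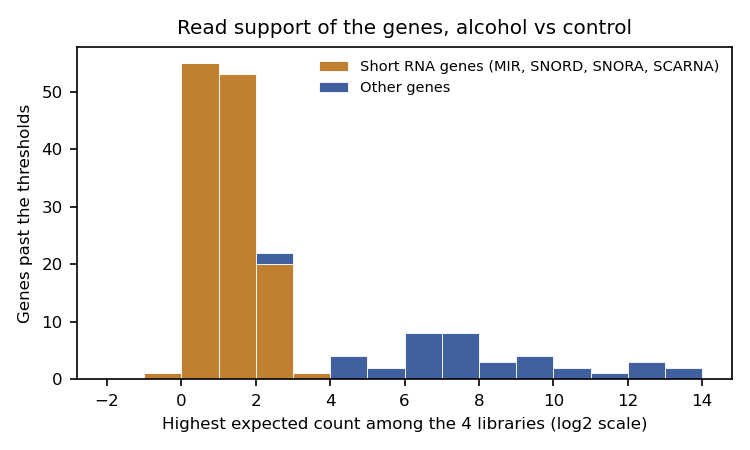
Number of the 169 genes past the thresholds in alcohol against control (vertical axis) by the highest expected count among the 4 libraries (horizontal axis, log2 scale). Short RNA genes, with a median of 2 counts, lie to the left, and the 39 other genes, with a median of 135 counts, to the right.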

Next, we performed gene ontology (GO) enrichment analysis of the 174 DEGs. These genes were enriched in seven biological processes, including metabolic process, response to stimulus, apoptotic signaling pathway, and apoptotic mitochondrial changes (Fig. 3A). Moreover, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed to investigate the biological impacts of DEGs induced by alcohol. 

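The deposited table assigns GO biological process terms to genes, and these were tested with a one-sided hypergeometric test as the table assigns them. Of the 169 genes past the thresholds, 26 carry a term and 143 do not, and 1 of the 26 is a short RNA gene. The background was the 12657 genes with a FPKM above 0 that carry a term. Among 1703 terms of 5 to 500 genes, 0 had an adjusted p under 0.05, 38 had an unadjusted p under 0.05, and the smallest adjusted p was 0.988. The terms metabolic process (45 background genes), response to stimulus (85), intrinsic apoptotic signaling pathway (25), apoptotic mitochondrial changes (24), negative regulation of biological process (8) and myofibril assembly (27) held 0 of the 169 genes. Genes assigned only to narrower terms were not counted under broad ones, so for broad terms a 0 cannot decide on the paper's enrichment. Muscle contraction (53 background genes) held ACTA1, and apoptotic process, which with 673 background genes was above the size limit for the test, held BNIP3. For the 424 annotated genes with an unadjusted edgeR p under 0.01, against 10176 annotated genes tested, 2 terms had an adjusted p under 0.05. These were cholesterol metabolic process, with 12 of 36 genes (adjusted p = 1.76e-05), and skeletal muscle tissue development, with 8 of 32 genes (adjusted p = 0.0275).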

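The KEGG column of the deposited table gives orthology numbers without pathways, so the enrichment of pathways among the DEGs was not tested here. Of the 169 genes past the thresholds, 34 carry an orthology number, 3 of them short RNA genes. FSBP (NCBI Gene 100861412) and RAD54B (NCBI Gene 25788), which encodes a DNA repair protein of homologous recombination, carry the same number, K10877. In the GRCh38.p14 annotation FSBP lies inside RAD54B, so that reads could be divided between them. FSBP had 0 counts in both control libraries and 54.9 and 82.4 counts in the alcohol libraries, at least 23.3-fold higher (adjusted p = 0.00266 from edgeR, and 4.32e-05 to 0.233 over 12 alternatives). RAD54B had 111 and 147 counts in control and 64.2 and 24.0 counts in alcohol. It fell where FSBP rose, so the rise of FSBP may come from how reads were divided and cannot be read as more RNA from this locus. In place of the pathways, 17 lists of genes that were fixed before the data were examined were tested on log2 CPM with limma's camera, two-sided, with a preset correlation of 0.01 between genes. Some lists stand for processes or pathways of Fig. 3A and 3B. The study found those on these same libraries, so for such lists the test is not independent evidence. Between alcohol and control, 6 of the 17 lists had an adjusted p under 0.05 and 7 an unadjusted p under 0.05. None of the 6 held under the fry test or with the correlation between genes estimated from the 6 libraries, where 0 lists passed and the smallest adjusted p was 0.340 and 0.624. Under both 0 lists had an unadjusted p under 0.05.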

Eight pathways with significant DEGs showed significant differences between the alcohol-treated and control groups (Fig. 3B). These pathways were mainly related to butanoate metabolism, homologous recombination, biosynthesis of amino acids, and the HIF-1 signaling pathway, among others. 

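The list of HIF-1 targets fell by 0.54 in mean log2 CPM from control to alcohol, with 29 of its 31 genes lower (camera adjusted p = 9.46e-07). By library its mean was 6.93 and 6.50 in control, 6.60 and 5.74 in alcohol. None of its genes was called over all genes tested, 15 had an unadjusted edgeR p under 0.05, and 12 were called when adjusted over the list alone. The list of glycolysis genes, 6 of which are also on the list of HIF-1 targets, fell by 0.50, with 16 of 19 genes lower (adjusted p = 3.48e-05), 0 called over all genes, 10 at an unadjusted p under 0.05 and 8 adjusted over the list alone. In both lists alcohol replicate 2 decided the size of the difference. Without it the mean log2 fold change was −0.14 for HIF-1 targets and −0.20 for glycolysis, and without alcohol replicate 1 it was −0.95 and −0.78. Without control replicate 1 the value for HIF-1 targets was −0.32. Genes of homologous recombination fell by 0.25, with 18 of 24 lower (adjusted p = 0.0157), 0 called over all genes, 4 at an unadjusted p under 0.05 and 4 adjusted over the list alone. Genes of amino acid synthesis fell by 0.15, with 23 of 33 lower (adjusted p = 0.0305), 0 called over all genes, 8 at an unadjusted p under 0.05 and 3 adjusted over the list alone. Without alcohol replicate 2 these values were −0.14 and −0.09. Butanoate and ketone metabolism had a mean log2 fold change of −0.02 with 9 of 16 genes higher (adjusted p = 0.740), a direction that turned without the expression filter, with FPKM in place of counts, and with alcohol replicate 2 left out (0.0023). With a control library left out its value was −0.00072 or −0.0064. Of its genes 0 were called over all genes, 6 had an unadjusted p under 0.05 and 4 were called when adjusted over the list alone.

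**Figure D2:**
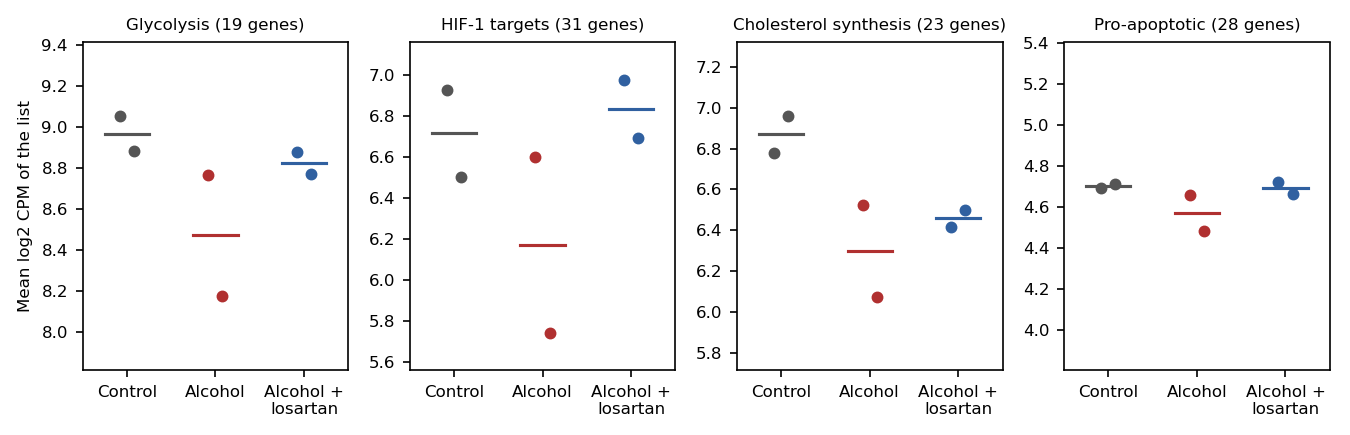
Mean log2 CPM of the genes of 4 lists (vertical axis) in each library of control, alcohol and alcohol plus losartan (horizontal axis). Points are libraries and bars are group means. For HIF-1 targets the alcohol libraries lie at 6.60 and 5.74, farther apart than the group means of control and alcohol.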

Interestingly, among these DEGs, 19 were related to ROS and cellular metabolism, and seven were significantly related to cell death (Fig. 3C), which supported the aforementioned cell experimental results. These findings suggest that alcohol induces cardiac cell death by increasing metabolic-related ROS and apoptosis.

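The heat map lists 39 rows, which are 32 distinct genes, each of them found in the deposited table. The log2 ratio of mean FPKM between alcohol and control had the colour's direction for 32 of the 32 genes, and for 29 to 31 of them with 1 library left out. Of these, 29 passed the thresholds, while JMJD7-PLA2G4B, SPAG4 and MIR7-1 did not. edgeR tested 21 of the 32 genes, called 4 and gave 19 an unadjusted p under 0.05, and 18 were called when adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries.

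In the block on ROS and cellular metabolism, 17 of 19 genes passed the thresholds, 5 are short RNA genes and 4 are read-through genes. Without alcohol replicate 2, or without control replicate 1, 10 of the 19 passed, with CPM in place of FPKM 9, and at a probability over 0.9 the number was 2. edgeR tested 14 of the 19, called 3 (FSBP, HHATL and INO80B-WBP1), gave 12 an unadjusted p under 0.05 and called 12 when adjusted over the list alone. HHATL (NCBI Gene 57467) had 5.09 ± 0.44 FPKM in control and 13.8 ± 1.55 FPKM in alcohol (SD, n = 2 each), a log2 fold change of 1.39 (standard error 0.22, adjusted p = 0.0456 from edgeR), with an adjusted p of 0.110 and 0.101 without co-treated replicate 1 or 2 in the fit and of 0.00421 to 0.427 over 13 alternatives. LDHA (NCBI Gene 3939) had 783 ± 91.0 FPKM in control and 356 ± 221 FPKM in alcohol (SD, n = 2 each), a log2 fold change of −1.16 (standard error 0.31, adjusted p = 0.177 from edgeR). ENO1 (NCBI Gene 2023) had 709 ± 36.4 FPKM in control and 315 ± 160 FPKM in alcohol (SD, n = 2 each), a log2 fold change of −1.18 (standard error 0.26, adjusted p = 0.119 from edgeR). BNIP3 (NCBI Gene 664), which encodes a mitochondrial protein that promotes cell death, had 178 ± 45.6 FPKM in control and 87.3 ± 60.0 FPKM in alcohol (SD, n = 2 each), a log2 fold change of −1.05 (standard error 0.34, adjusted p = 0.266 from edgeR). The size of these 3 falls rested on alcohol replicate 2: without it the log2 fold change was −0.61 for LDHA, −0.71 for ENO1 and −0.46 for BNIP3, and without alcohol replicate 1 it was −2.04, −1.88 and −2.06. Over 13 alternatives the adjusted p lay between 0.0394 and 0.626 for LDHA, 0.0260 and 0.550 for ENO1, and 0.0536 and 0.893 for BNIP3. The read-through gene TMX2-CTNND1 (NCBI Gene 100528016) had 11.9 and 12.2 FPKM in control and 9.13 and 0 FPKM in alcohol.

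In the block on cell death, 6 of 7 genes passed the thresholds and 5 are microRNAs. Without alcohol replicate 2, and without either control library, 4 of the 7 passed, and 1 of the 7 with CPM in place of FPKM or at a probability over 0.9. The 5 microRNAs had fewer than 10 counts in every library, so no fold change is given for them. MIR186 had 3 counts in alcohol replicate 1, MIR208B had 1 count in alcohol replicate 2, MIR21 and MIR7-1 each had 1 count in 1 control library, and each of these 4 was at 0 in the other libraries of control and alcohol. MIR4516 had 1 count in each control library and 0 in alcohol. edgeR tested the other two genes, called 0 of the 7 over all genes tested, gave 1 an unadjusted p under 0.05 and called 1 when adjusted over the list alone. PEG10 (NCBI Gene 23089) had 20.5 ± 6.65 FPKM in control and 43.2 ± 22.2 FPKM in alcohol (SD, n = 2 each), a log2 fold change of 1.02 (standard error 0.27, adjusted p = 0.170 from edgeR, and 0.0260 to 0.622 over 13 alternatives), and 0.43 without alcohol replicate 2. U2AF1L5 (NCBI Gene 102724594), which stands in both blocks, had 10.8 and 0 FPKM in control and 21.5 and 14.1 FPKM in alcohol (adjusted p = 0.552 from edgeR).

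**Figure D3:**
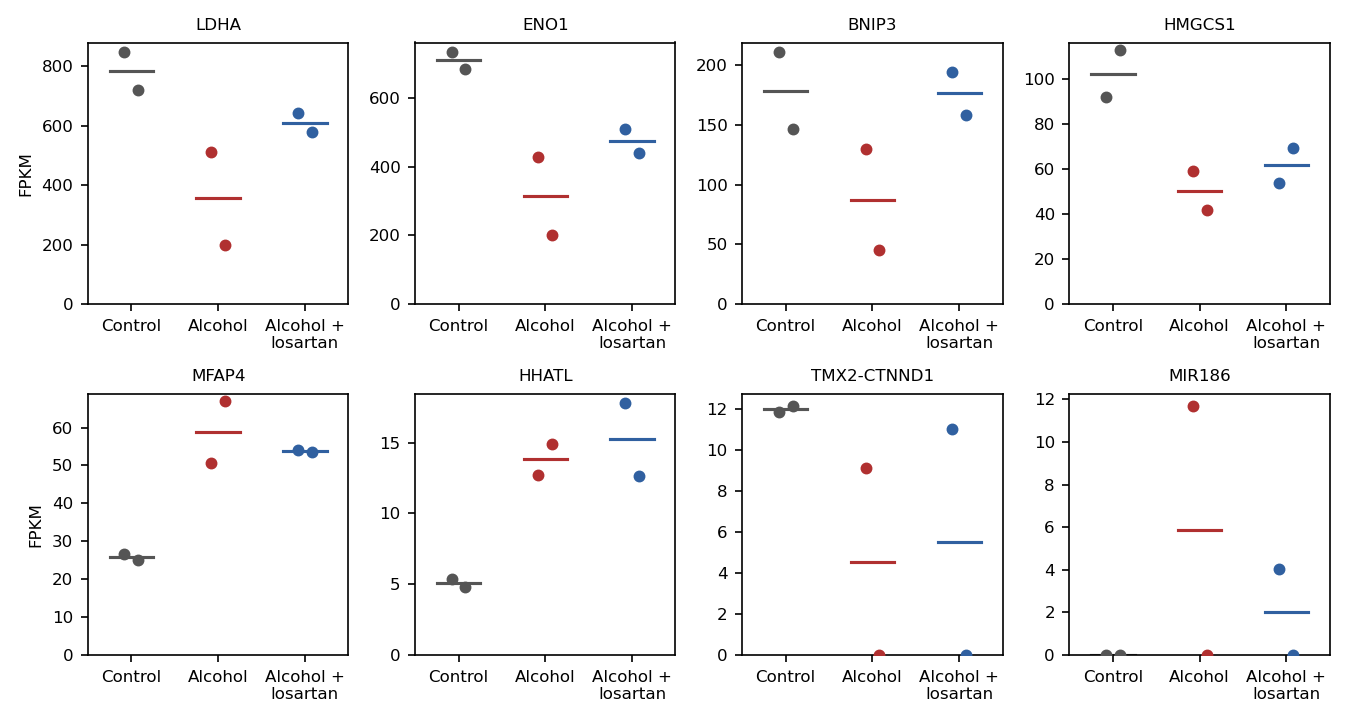
FPKM (vertical axis) of 8 genes of the heat map in each library of control, alcohol and alcohol plus losartan (horizontal axis). Points are libraries and bars are group means. For LDHA, ENO1 and BNIP3 alcohol replicate 2 is the lowest of the 6 libraries, and TMX2-CTNND1 is at 0 in 1 library of alcohol and in 1 of alcohol plus losartan.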

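None of the lists for apoptosis and oxidative stress had an adjusted p under 0.05 between control and alcohol. Proapoptotic genes had a mean log2 fold change of −0.13, with 16 of 28 lower (adjusted p = 0.473 from camera), 0 called by edgeR, 0 adjusted over the list alone and 6 at an unadjusted p under 0.05. The mean was −0.04 without alcohol replicate 2 and −0.21 without alcohol replicate 1. By group the proapoptotic list stood at 4.70 ± 0.01 log2 CPM in control and 4.57 ± 0.12 in alcohol (SD, n = 2 each). Antiapoptotic genes had a mean log2 fold change of −0.15, with 6 of 8 lower (adjusted p = 0.527), 0 called, 0 adjusted over the list alone and 2 at an unadjusted p under 0.05, and −0.06 without alcohol replicate 1. NADPH oxidase genes had a mean of 0.13, with 5 of 8 higher (adjusted p = 0.712), and none of them was called over all genes, adjusted over the list alone or at an unadjusted p under 0.05, where the counts were 0, 0 and 0. That mean ranged from 0.02 without control replicate 1 to 0.33 without control replicate 2, with 0.07 without alcohol replicate 1 and 0.27 without alcohol replicate 2. For genes of the antioxidant response the mean was 0.09, with 14 of 22 higher (adjusted p = 0.712), 0 called, 0 adjusted over the list alone and 4 at an unadjusted p under 0.05. It was −9.0e-05 without control replicate 1, 0.21 without control replicate 2, 0.15 without alcohol replicate 1 and 0.05 without alcohol replicate 2, and it also turned when at least 10 counts were required in every library. Genes of muscle contraction and the myofibril fell by 0.22, with 19 of 30 lower (adjusted p = 0.0528), 0 called, 2 adjusted over the list alone and 8 at an unadjusted p under 0.05. Their adjusted p was 0.0365 with at least 10 counts required in every library, 0.0310 on log2(FPKM + 1) and 0.0463 on log2(FPKM + 0.1), within a range of 0.0310 to 0.758 over 11 alternatives. Their mean was 0.02 without alcohol replicate 2, −0.45 without alcohol replicate 1 and −0.10 without control replicate 1. Between co-treated cells and control their mean was −0.27, with 23 of 30 lower and 1 called by edgeR (camera adjusted p = 0.0146, fry 0.576, estimated correlation 0.783). Camera called 2 of the 17 lists in that comparison, the other being cholesterol synthesis, while fry and the estimated correlation called 0.

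The GO biological process terms of Fig. 3A and related terms, 12 in all and chosen after seeing the data, were tested the same way on the genes that the deposited table assigns to them. Between control and alcohol 0 of the 12 had an adjusted p under 0.05, 1 had an unadjusted p under 0.05, and fry called 0. That term, reactive oxygen species metabolic process, had a mean log2 fold change of −0.17 with 15 of 22 genes lower (adjusted p = 0.528). Apoptotic process had a mean of −0.05 over 535 genes, of which 305 were lower (adjusted p = 0.670). Intrinsic apoptotic signaling pathway, with 24 genes, and apoptotic mitochondrial changes, with 21 genes, had means of 0.05 and −0.02. From the genes grouped under ROS, metabolism and cell death in Fig. 3C, together with its cell experiments, the paper proposes a route from alcohol through ROS of metabolic origin and apoptosis to the death of cardiac cells.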

**Fig. 3:**
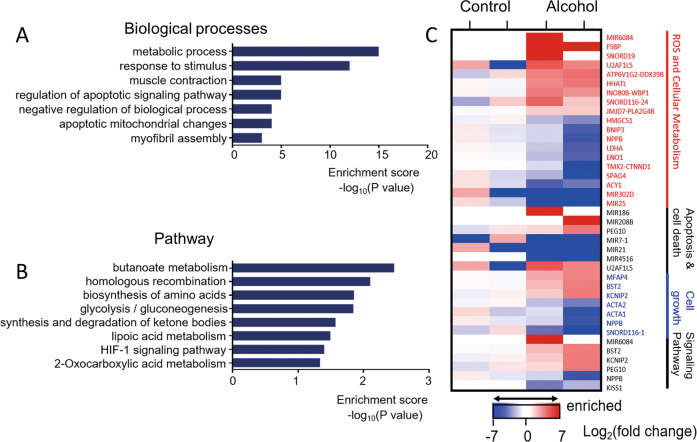
Alcohol-induced changes in the global gene expression profiles of cardiomyocytes. **A** The enriched terms GO (correlated *P* value of ≤0.05) of 100 mM alcohol treatment compared with vehicle. **B** The pathway analysis between the control and hiPSC-CMs treated with 100 mM alcohol is listed (*P* value of ≤0.05). **C** The heatmap of 39 differentially expressed RNAs between the 100 mM alcohol group and hiPSC-CMs showing four functional clusters. Each row corresponds to a single differentially expressed gene. Colors ranging from blue to red represent the relative expression levels (Log2(fold change)) of RNAs.

### Alcohol induces ROS and AngII/AT1R activation in cardiomyocytes

To understand whether ROS plays an important role in alcohol-induced cardiac injury, we further investigated the effects of alcohol on ROS production. Confocal imaging and high-throughput screening (HTS) analysis showed that the fluorescence intensity in hiPSC-CMs treated with alcohol was significantly enhanced after staining with CM-H_2_DCFDA (index of oxidative stress) and Texas red (mitochondrial superoxide index) (Fig. 4A–C), indicating an increased oxidative stress level in cardiomyocytes. Moreover, Western blotting results showed that the expression of NOX4, a ROX-related oxidase that regulates ROS production, significantly increased in hiPSC-CMs after exposure to alcohol (Fig. 4D and S2A). These results suggested that alcohol increases ROS production.

**Fig. 4:**
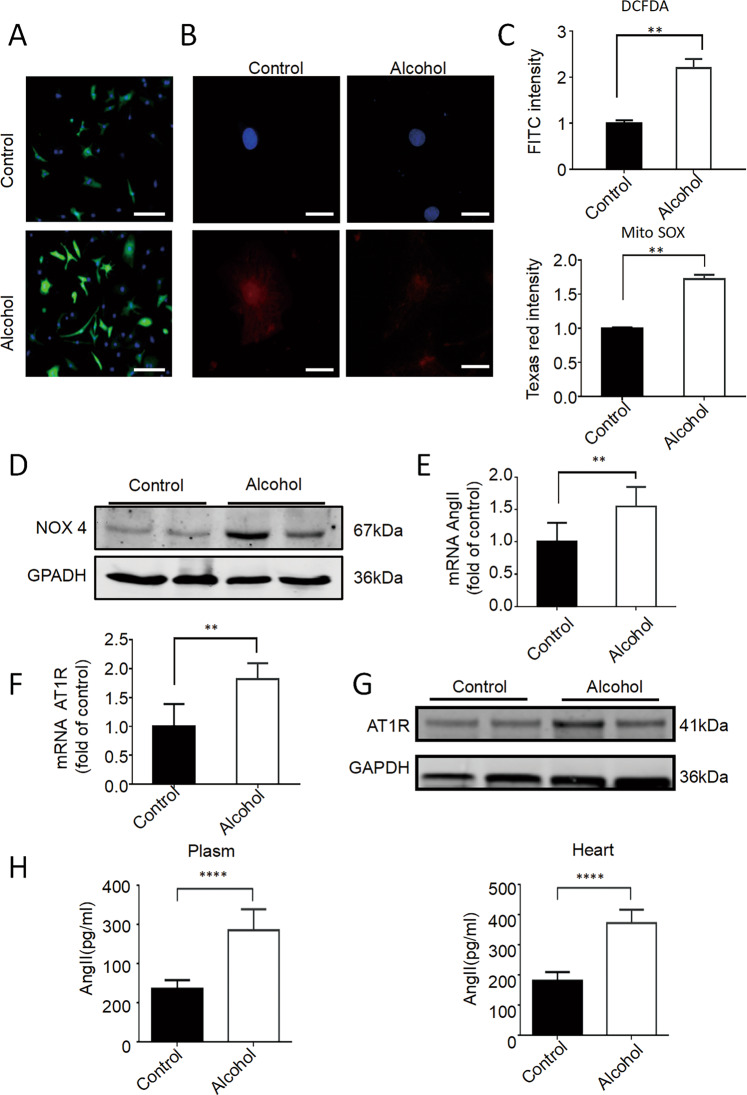
Alcohol-induced ROS and AngII/AT1R activation in cardiomyocytes. **A**–**C** Representative immunofluorescence images of CM-H2DCFDA (scale bar = 15 μm) and Texas red labeling (scale bar = 25 μm), and quantitative statistics showed that the level of the oxidative stress and mitochondrial oxidative stress significantly increased after hiPSC-CMs were treated with 100 mM alcohol for 2 h (*n* = 10). **D** Western blot showed that AT1R protein expression increased significantly after treatment with 100 mM ethanol for 24 h (*n* = 5). **E** RT-PCR showed that the expression of AngII and AT1R expression increased significantly after treatment with 100 mM alcohol for 24 h (*n* = 5). **F** RT-PCR showed that the expression of AngII and AT1R expression increased significantly after treatment with 100 mM alcohol for 24 h (*n* = 5). **G** Western blot showed that AT1R protein expression increased significantly after treatment with 100 mM alcohol for 24 h (*n* = 5). **H** Enzyme-linked immunosorbent assay showed that the level of AngII in the plasma and heart of mice increased after alcohol treatment (*n* = 6). Results are presented as means ± SEM (**P < 0.01; two-sided Student’s *t*-test or one-way analysis of variance).

Studies have shown that the activation of the renin-angiotensin system (RAS) was important for oxidative stress in many cardiovascular diseases [7]. Therefore, we investigated the role of AngII and AT1R (the key effectors for the RAS) in the hiPSC-CM model of acute ACM. Interestingly, real-time PCR analysis showed that the expression of AngII significantly increased in hiPSC-CMs after 100-mM alcohol treatment for 24 h (Fig. 4E), accompanied by a significant increase in the expression of AT1 both in the RNA and protein levels (Fig. 4F, G and S2B). Meanwhile, the secretion of AngII in the supernatant of hiPSC-CMs treated with alcohol significantly dose-dependently increased (Fig. S2C). In addition, AngII activation of AT1R activates promotes ROS production, resulting in increased phosphorylation of P38. The further results showed that the phosphorylation of P38 increased significantly in cardiomyocytes after alcohol treatment (Fig. S2D). Moreover, we determined the level of AngII in the plasma and heart tissue of mouse models of acute ACM. The results showed that the levels of AngII in the plasma and heart tissue significantly increased in alcohol-treated mice (Fig. 4H). These results suggest that alcohol activates the expression of AngII and AT1R, which can cause myocardial cell injury by activating the renin-angiotensin axis.

### Blocking AT1R prevents electrophysiological abnormalities and cardiac oxidative stress in the hiPSC-CMs model of ACM

To confirm that AngII and AT1R are involved in the cardiotoxicity of alcohol, we used alcohol and losartan, an AT1R blocker, to co-treat hiPSC-CMs. 

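The co-treated libraries were compared with alcohol and with control in the same fit. Against alcohol alone, edgeR called 2 genes in co-treated cells at an adjusted p under 0.05, and 829 genes had an unadjusted p under 0.05 against 746 expected by chance. On simulated libraries with no gene changed, the same test made 4 calls between alcohol and control. So small a number of calls is therefore not by itself evidence of an effect of losartan. In the measured libraries the number of genes called was 5 without control replicate 1 and 7 without control replicate 2. Both genes called are read-through genes, whose reads can be shared with the genes they span. JMJD7-PLA2G4B (NCBI Gene 8681) had 126 and 122 counts in alcohol and 0 in both co-treated libraries, at least 41.2-fold lower (adjusted p = 1.23e-05 from edgeR, and 3.3e-07 to 0.00335 over 12 alternatives). Its partner PLA2G4B (NCBI Gene 100137049) had 8.55 and 32.2 counts in alcohol and 123 and 103 counts in co-treated cells. HSPE1-MOB4 was at 0 in both alcohol libraries and had 39.1 and 118 counts in co-treated cells, at least 26.2-fold higher (adjusted p = 0.0160 from edgeR, and 6.33e-05 to 0.787 over 12 alternatives). A minimum of 10 counts in every library, which leaves out both genes because each is at 0 in a group, gave 0 calls and 778 genes at an unadjusted p under 0.05. With the thresholds of the paper on the FPKM, 118 of 20629 genes passed between co-treated cells and alcohol, 72 higher and 46 lower. Of these 118 genes, 101 are short RNA genes and 103 had fewer than 10 counts in every library. Without alcohol replicate 1 the number was 207, and without alcohol replicate 2 it was 188.

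Against control, edgeR called 54 genes in co-treated cells, 32 higher and 22 lower, and 1885 genes had an unadjusted p under 0.05. Without alcohol replicate 1 in the fit 184 genes were called, and without alcohol replicate 2 the number was 151. With limma on log2(FPKM + 1) in place of edgeR it was 3. STK32A rose with a log2 fold change of 2.26 (standard error 0.29, adjusted p = 0.00628 from edgeR), and KISS1 fell with −1.78 (standard error 0.27, adjusted p = 0.0181 from edgeR). Over 13 alternatives the adjusted p lay between 2.34e-05 and 0.354 for STK32A and between 0.00116 and 0.323 for KISS1. ANKRD1, which encodes a stress-responsive protein of cardiac muscle, had 1310 ± 346 FPKM in control, 819 ± 417 FPKM in alcohol and 467 ± 17.8 FPKM in co-treated cells (SD, n = 2 each), a log2 fold change of −1.53 between co-treated cells and control (standard error 0.29, adjusted p = 0.0410 from edgeR, and 0.000424 to 0.440 over 13 alternatives). Of the genes called between alcohol and control, 7 were also called between co-treated cells and control. Among them were MFAP4, COL14A1, HHATL and FSBP, whose counts may depend on how reads were divided with RAD54B. When all 6 libraries, the controls included, were simulated from the same mean per gene, the number shared was 0.15 on average over 20 draws, and 1 at most. Genes were drawn independently there, so a deviation of the measured controls common to many genes is not covered. MFAP4 stood at 53.8 ± 0.34 FPKM in co-treated cells (SD, n = 2). With the thresholds on the FPKM, 178 of 20611 genes passed between co-treated cells and control, 132 of them short RNA genes.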

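From alcohol alone to co-treated cells the proapoptotic list had a mean log2 fold change of 0.12, with 18 of 28 genes higher (adjusted p = 0.406 from camera), 0 called by edgeR, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05. This mean was 0.20 without alcohol replicate 1 and 0.03 without alcohol replicate 2. The antiapoptotic list had a mean of −0.01, with 4 of 8 genes higher (adjusted p = 0.939), which was −0.09 without alcohol replicate 1 and 0.07 without alcohol replicate 2. Its direction also turned on the FPKM scale, and 0 of its genes were called, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. Of the GO terms, apoptotic process had a mean of −0.01 (adjusted p = 0.583), intrinsic apoptotic signaling pathway −0.08 (adjusted p = 0.365) and positive regulation of apoptotic process −0.08 (adjusted p = 0.236). Negative regulation of biological process, which the deposited table assigns to 6 of the genes tested, had a mean of −0.40 with 6 of 6 genes lower (adjusted p = 0.0477 from camera and 0.422 from fry). It was the 1 term of 12 with an adjusted p under 0.05, and 2 had an unadjusted p under 0.05, the other being positive regulation of apoptotic process (unadjusted p = 0.0394). Of its 6 genes 0 were called by edgeR and 2 had an unadjusted p under 0.05. Between alcohol and control the mean of this term was 0.20 (adjusted p = 0.670).

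Among the fixed lists 3 had an adjusted p under 0.05 between co-treated cells and alcohol, and none held under fry or with the estimated correlation, where the smallest adjusted p was 0.695 and 0.916 and 0 lists had an unadjusted p under 0.05. HIF-1 targets rose by 0.66 with 30 of 31 genes higher (adjusted p = 2.83e-12), 0 called by edgeR, 11 adjusted over the list alone and 20 at an unadjusted p under 0.05. Glycolysis genes rose by 0.36 with 16 of 19 higher (adjusted p = 0.000993), 0 called, 0 adjusted over the list alone and 6 at an unadjusted p under 0.05. The third was cholesterol synthesis. Without alcohol replicate 2 the means were 0.28 for HIF-1 targets and 0.06 for glycolysis, and without alcohol replicate 1 they were 1.08 and 0.64. In mean log2 CPM, HIF-1 targets stood at 6.72 ± 0.30 in control, 6.17 ± 0.61 in alcohol and 6.84 ± 0.20 in co-treated cells (SD, n = 2 each). BNIP3 had 176 ± 25.5 FPKM in co-treated cells (SD, n = 2), a log2 fold change of 0.99 over alcohol (standard error 0.34, adjusted p = 0.836 from edgeR), which was 0.39 without alcohol replicate 2 and 1.99 without alcohol replicate 1. LDHA had 610 ± 44.9 FPKM (SD, n = 2), a log2 fold change of 0.75 over alcohol (adjusted p = 0.864 from edgeR), which was 0.20 without alcohol replicate 2 and 1.63 without alcohol replicate 1.

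Of the 169 genes past the thresholds between alcohol and control, 63 or 37.3% had a co-treated mean at or past the midpoint between the alcohol and the control mean on the log2 scale (95% Wilson interval 30.3 to 44.8%). Genes chosen for their values in alcohol move back by chance in libraries that did not choose them. In 100 simulations without an effect of losartan that took the observed means as the true ones, the median share was 22.9% (15.5 to 27.9%). In 100 simulations without a change in any group it was 49.5% (36.5 to 63.4%), and 99 of these were at least as large as the observed share. The first simulation takes differences that already hold chance values as true, which lowers its share, and the second was added after its result was seen. The changes were also set against each other across genes with a different alcohol library in each, alcohol minus control in one and co-treated minus alcohol in the other, so that a change undone in co-treated cells gives a negative correlation. The mean correlation was 0.017 over 14443 genes, with −0.027 and 0.061 for the 2 ways of assigning the alcohol libraries. It was −0.024 without co-treated replicate 2 and 0.052 without co-treated replicate 1, and −0.0083 without control replicate 2. Genes are not independent replicates, so no p is given.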

RNA sequencing showed that pretreatment of hiPSC-CMs with losartan completely prevented alcohol-induced apoptosis signaling pathway and negative regulation of biological processes (Fig. S3A, B). Notably, the alcohol-induced increase in serum LDH was reversed in losartan-treated hiPSC-CMs (Fig. S3C). Similar regression changes in cell viability were observed in the hiPSC-CMs pretreated with losartan (Fig. S3D). Confocal imaging showed that losartan reduced the alcohol-induced increase in ROS levels in cardiomyocytes (Fig. 5A–C). Meanwhile, Western blotting results showed that blocking AT1R restored the increase in the expression of NOX4 induced by alcohol (Fig. 5D). These results indicated that blocking AT1R protects the myocardium from alcohol-induced damages by preventing cardiac apoptosis and oxidative stress.

**Fig. 5:**
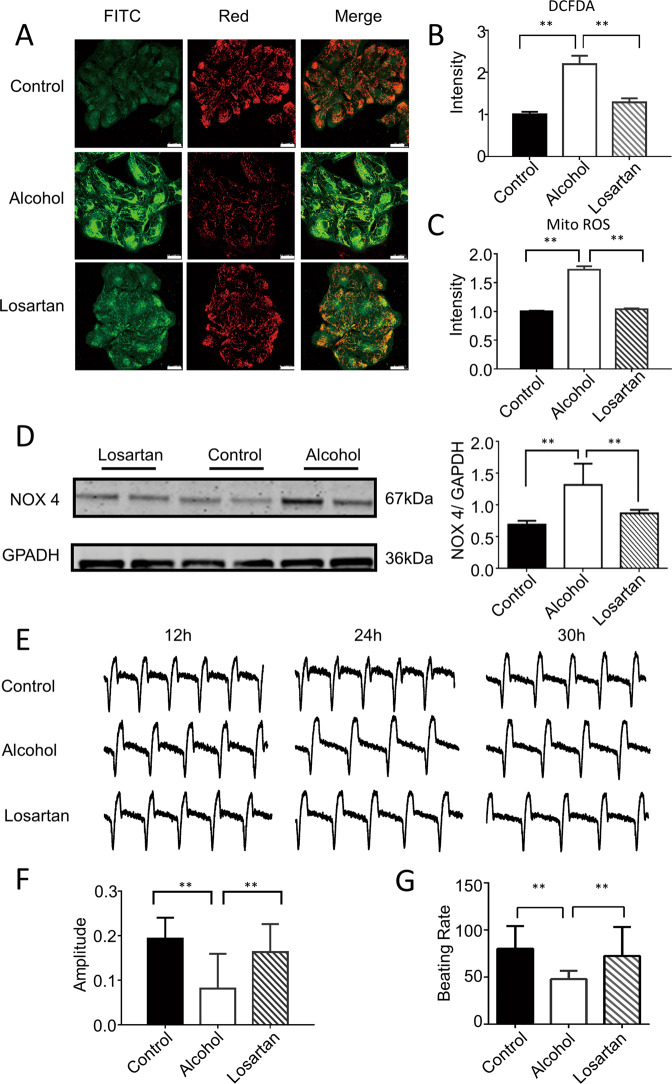
Blocking AT1R prevents the electrophysiological abnormalities and cardiac oxidative stress in hiPSC-CMs models of ACM. **A** Representative immunofluorescence images of JC-1 labeling showed a reduction in green fluorescence intensity after losartan administration compared with that after alcohol treatment (*n* = 20). Scale bar = 25 μm. **B** Representative immunofluorescence images of CM-H2DCFDA showed that losartan restored the level of mitochondrial oxidative stress induced by 100-mM alcohol. (*n* = 10) **C** Representative immunofluorescence images of Texas red labeling showed that losartan restored the level of the oxidative stress induced by 100-mM alcohol. (*n* = 10) **D** Western blotting and quantitative statistics showed that losartan restored the protein expression level of NOX4 induced by 100-mM alcohol (*n* = 5). **E**–**G** RTCA for dynamically monitoring cell index waveform, amplitude and beat frequency showed that losartan restored the electrophysiological disturbance of hiPSC-CMs induced by 100 mM alcohol [**F** (*n* = 39); **G** (*n* = 41)]. Results are presented as means ± standard error of the mean (**P < 0.01; two-sided Student’s *t*-test or one-way analysis of variance).

Moreover, we used RTCA to examine whether losartan affects the alcohol-induced electrophysiological abnormalities in myocardial cells. The results showed that the decreased amplitude and beating frequency of cardiomyocytes induced by alcohol were restored in losartan-treated cardiomyocytes (Fig. 5E–G). Our data indicated that alcohol-induced cardiac apoptosis and oxidative stress are AT1-dependent.

## Discussion

ACM is a heart disease caused by long-term excessive alcohol consumption. Even though the morbidity of ACM is increasing, there is a lack of criteria for the diagnosis of ACM, which is usually considered presumptive and is always excluded [15]. ACM models have been established almost exclusively using rodents; thus, the pathogenesis of human ACM is poorly understood. In this study, to investigate the underlying mechanism of human ACM, we used hiPSC-CMs to establish a model of acute ACM. Specifically, our findings demonstrated that AngII and AT1R are involved in the alcohol-induced cardiac damage by upregulating NOX4 and oxidative stress, leading to cardiomyocyte apoptosis (Fig. 6).

**Fig. 6:**
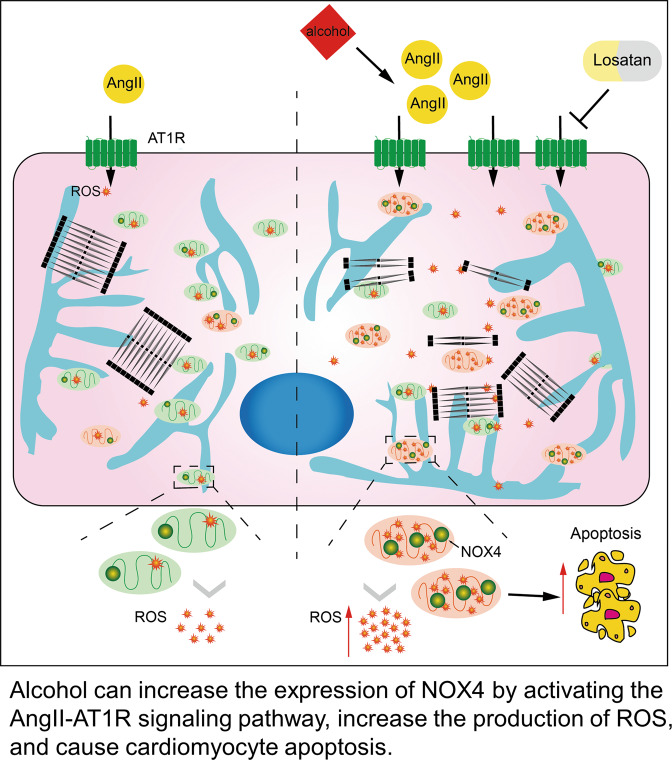
Schematic illustration of alcohol-induced cardiomyocyte damage in hiPSC-CMs. Alcohol can increase the expression of NOX4 by activating the AngII–AT1R signaling pathway, increasing the production of ROS, and causing cardiomyocyte apoptosis.

Currently, the pathogenesis of ACM is mainly explored using animal models. However, animal models have significant species differences from humans. Establishing human ACM cell models is essential for exploring the underlying pathogenesis of ACM. With the development of the hiPSC-CM technology, the human ACM model has become possible [9]. HiPSC-CMs is characterized by stable electrophysiological signals, regular beat rate, and normal cardiomyocyte function. More importantly, hiPSC-CMs overcome the species differences from other rodents [16]. An increasing number of cardiovascular disease models have been successfully established [17, 18]. In this study, we established a model of ACM based on hiPSC-CMs. We found that alcohol induces cell apoptosis, which is consistent with the findings of previous animal and clinical studies of ACM [19, 20]. Moreover, we found that alcohol reduces the CI, vibration amplitude, and beating frequency of hiPSC-CMs using the RTCA and MEA technology, which continuously and dynamically observes the effects of alcohol on the electrophysiological activity of hiPSC-CMs. This is the first study that has reported the effects of alcohol on myocardial electrophysiology.

ROS and RNS are involved in the occurrence and development of many cardiovascular diseases, such as hypertension, atherosclerosis, and ischemia-reperfusion injury [6, 21]. Although animal studies have shown that ACM was related to oxidative stress, ROS and RNS play an important role in the pathogenesis of human ACM [22, 23]. Consistent with the results of previous studies, our results showed that alcohol could increase cytoplasmic and mitochondrial oxidative stress levels in hiPSC-CMs. To further clarify the source of ROS, we also examined the expression of NOX, which can strictly regulate the production of ROS. Our results showed that alcohol induces oxidase stress by increasing the expression of NOX4, not NOX2, which are both abundantly expressed in the myocardium [24]. This is inconsistent with the findings of previous studies that have found that NOX2 is involved in regulating ACM [25]. The inconsistent results may be due to species differences and immaturity of hiPSC-CMs [26]. In future experiments, we also plan to use prolonged culture time, mechanical electrical stimulation, and other methods to promote the further maturation of hiPSC-CMs for further research [27]. Moreover, it is also necessary to knock down NOX4 in cardiomyocytes to verify that the effect of alcohol on cardiomyocytes depends on the expression of NOX4.

Many experimental studies have demonstrated that the RAS contributed to the occurrence and development of various diseases by regulating ROS [28]. In this study, we found that AngII and AT1R increased in hiPSC-CMs after exposure to alcohol, accompanied by an increase in NOX and ROS production, which is supported by the results of RNA sequencing, which showed that some DEGs were related to ROS. Moreover, losartan reduced the alcohol-induced increase in ROS and NOX4 levels in cardiomyocytes, preventing alcohol-induced cardiac apoptosis signaling pathways. These results suggested that AngII/AT1R was involved in alcohol-induced myocardial cell injury, leading to oxidase stress and cardiac apoptosis. This is consistent with previous findings that the increased myocardial NOX activity is closely related to the activation of RAS in hypertension and chronic heart failure [29–31]. These results suggest that blocking the RAS using losartan is a therapeutic intervention for alcohol-induced cardiotoxicity.

## Materials and methods

### Animal experiments

In this study, we used 12-week-old male C57BL/6 mice purchased from SPF (Beijing) Biotechnology Committee. The mice were placed in a 25 °C area with a 12:12-h light-and-dark cycle and fed with free rodent chow and tap water. After adaptive feeding for 7 days, the mice were randomly divided into the control and alcohol-treated groups, with six mice in each group. Before the experiment, the mice fasted and continuously drank water for 12 h. Ethanol was diluted to 50% in sterile water, and the mice in the alcohol-treated group were given the drug with a no. 18 intragastric tube (5 g/kg). The control group received the same volume of distilled water. The animals were euthanized 6 h after treatment, and peripheral blood and heart tissue were collected for subsequent experiments.

### The hiPSC culture

The hiPSC line was purchased from Cellapy (Beijing, China), which is an internationally recognized hESC (H9) cell line. The cells were tested by STR and mycoplasma kit, and no mycoplasma infection was found (Fig. S5A, B). Cells were routinely maintained in the presence of PSCeasy iPSC medium modified essential 8 medium (Cellapy, China) on six-well plates (Corning, USA) coated with a 1:200 dilution of Matrigel (Corning, USA). The medium was changed every other day and passaged every 3–4 days with 0.5 mM EDTA (Cellapy, China). The cells were grown in a humidified atmosphere of 95% air and 5% CO_2_ at 37 °C.

### Cardiac differentiation of hiPSCs

The hiPSCs were kept in a PSCeasy medium (Cellapy, China) and differentiated when they reached 70–80% confluence. The medium was changed to the basal differentiation medium, consisting of RPMI 1640 medium (Life Technologies, USA), B27 supplement (Life Technologies, USA), and 213-µg/mL l-ascorbic acid 2-phosphate (Sigma, USA). The medium was changed every other day (48 h). From day 0 to day 2, the medium was supplemented with 6-µM CHIR99021 (Selleck Chemicals, USA) and 25-ng/mL Activin A (Cellapy, China). On day 2, the medium was changed to the basal differentiational medium supplemented with 5 µM IWR-1 (Selleck Chemicals, USA). The medium was changed on day 4 and every other day for the basal differentiational medium. Contracting cells were noted from day 9.

### Drug treatment

For treating hiPSC-CMs, 100-mM alcohol was diluted in B27, and cells were treated for different durations. Then, 1 μM losartan (Selleck, USA) was diluted in B27, and hiPSC-CMs were co-treated with alcohol.

### Immunofluorescent staining (IF) and imaging analyses

The hiPSC-CMs were plated on 20-mm coverslips coated with 1:200 dilutions of Matrigel and were fixed with 4% paraformaldehyde(PFA) for 15 min. Then, after washing with phosphate-buffered saline (PBS) thrice for 10 min, the cells were permeabilized with 0.2% Triton X-100 (Sigma, USA) for 15 min and blocked with 3% bovine serum albumin(BSA) (Sigma, USA) for 1 h at room temperature. Then, the cells were incubated with primary antibodies, including OCT4 and SSEA 4 (Santa Cruz, USA), overnight at 4 °C. Moreover, cells were washed with PBS and incubated for 1 h at room temperature in the dark with secondary antibodies (Invitrogen). The cells were washed again as above, mounted with Fluoroshield Mounting Medium with 4,6-diamino-2-phenylindole. Images were taken under a confocal microscope (Leica DMI 4000B, German). The antibodies and their appropriate dilutions are provided in Table S2.

### Western blotting

Proteins from hiPSC-CMs were extracted using a Protein Extraction Kit (Promega, USA). The protein concentration of the supernatant was measured using the BCA method. Then, 20 µg protein was separated on 10% SDS-PAGE and transferred to PVDF membrane at 300 mA for 90 min, which was blocked with 5% albumin bovine at room temperature for 1 h and then incubated at 4 °C overnight with the primary antibodies GAPDH, AT1R, and NOX4 (Santa Cruz, USA) and then with IR dye-conjugated secondary antibodies (Rockland Immunochemical, USA) for 1 h at room temperature. GAPDH was used as an internal control. Blots were exposed and analyzed using an Odyssey infrared imaging system (LI-COR Biosciences, USA). The antibodies and their appropriate dilutions are shown in Table S2.

### Flow cytometry

The hiPSC-CMs under different treatments were singularized using CardioEasy CM dissociation buffer (Cellapy, China). The cells were incubated at 37 °C for 20–30 min. We observed that most clones were detached from the bottom of the plate under a microscope and gently pipetted the cells, sucked them out, centrifuged, and washed thrice with PBS. The cells were stained with Annexin V/PI kit (Invitrogen, USA), filtered through a 300-mesh filter, and immediately analyzed using FACS (Beckman, USA). The cell count is 2–3 million. The results were analyzed using the Flow Jo X program.

### RNA extraction and RT- PCR

Total RNA from hiPSC-CMs was extracted using TRIZOL Reagent (Invitrogen, USA). Then, 2 µg total RNA was reversed to cDNA using the GoScript Reverse Transcription System (Promega, USA). Quantitative RT-PCR involved the use of SYBR Green II (Takara, Japan) in the iQ5 system (Bio-Rad, Hercules, CA). The sequences of the primers were as follows: AngII, AT1R, NOX2, and GAPDH. A comparative computed tomography method was used to analyze the relative changes in gene expression. The results were expressed as relative to the data of GAPDH transcripts (internal control). Primer sequences are listed in Table S1.

### Enzyme immunoassay

The supernatant of hiPSC-CMs after different treatments was collected, and the concentration of AngII in the supernatant was measured using Human Angiotensin II ELISA Kit (Bio-Medical Assay, China). Peripheral blood plasma and tissue homogenate of mouse heart were collected from different treatment groups, and the concentration of AngII was measured using Human Angiotensin II ELISA Kit (Bio-Medical Assay, China).

### Measurement of cell viability

The cell viability was examined using Cell-Counting Kit-8 (CCK-8) assay in accordance with the manufacturer’s instructions. Briefly, 30,000–40,000 hiPSC-CMs were seeded in 96-well plates. Four days after beating, 90-µL medium and 10 µL CCK-8 (Dojindo, Japan) reagents were added to wells under different treatments and incubated for 2 h at 37 °C. The optical density (OD) of each well was measured at 450 nm using an automated microplate reader (BioTek, USA).

### Measurement of LDH activity assay

The LDH activity assay was used as a qualitative index of alcoholic cytotoxicity. The LDH concentration in the culture medium was examined using Lactate Dehydrogenase Activity Assay Kit (Sigma-Aldrich, USA). After different treatments of hiPSC-CMs, serum LDH activity was measured according to the manufacturer’s instructions.

### Measurement of ROS assay

To evaluate ROS production in hiPSC-CMs, oxidant-sensitive fluorescent probe/5-(and-6)-chloromethyl-2,7-dichlorodihydrofluorescein diacetate acetyl ester (CM-H_2_DCFDA) (Invitrogen, USA), a cell-permeant indicator, was used. After hiPSC-CMs were treated/incubated with CM-H_2_DCFDA at 37 °C for 30 min under different treatments, the dye was removed and washed once with PBS. Fluorescence was measured at 483-nm excitation and 520-nm emission using HTS and analyzed using MetaXpress High Content Image Acquisition.

### Measurement of JC-1

5,5′,6,6′-tetrachloro-1,1′,3,3′-tetraethylbenzimidazol-carbocyanine iodide (JC-1) staining Molecular Probes (Abcam, USA) were used as an indicator of early apoptosis, which can detect mitochondrial membrane potential, a fundamentally important determinant of cell function and health. Consequently, mitochondrial depolarization is indicated by a decrease in the red/green fluorescence intensity ratio. After different treatments, of hiPSC-CMs in 24-well culture plates were incubated with 5-µM JC-1 for 15 min at 37 °C and scanned using HTS; the red/green fluorescence intensity ratio was analyzed using MetaXpress High Content Image Acquisition (ACEA biosciences, USA).

### Statistical analysis

Results are expressed as mean ± standard deviation. All statistical analyses were performed using GraphPad Prism 6.00 for Windows. A two-sided unpaired Student’s *t*-test was used to compare two groups with normal distribution. One-way analysis of variance was used to compare three or more groups. All tests for normality and homogeneity of variance were passed before the *t*-test and one-way analysis of variance. *P* values of less than 0.05 were used to denote statistical significance.

## Supplementary information

Supplementary materials

## Data Availability

The RNA-seq data that support the findings of this study are available in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) with the accession ID GSE195981 and can be found below: All software resources used in this study are indicated above and shown in the Key Resources Table.

How the deposited data were processed for this re-analysis (not part of the article)

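RNA sequencing of 6 libraries was analysed: 2 of untreated hiPSC-CMs (control), 2 of hiPSC-CMs given 100 mM alcohol for 24 h, and 2 of hiPSC-CMs given 100 mM alcohol with 1 μM losartan for 24 h (co-treated). The libraries were grouped by the treatment in the sample labels. The paper's results call the losartan treatment a pretreatment, while its methods and the labels call it a co-treatment. The line is H9, a line of human embryonic stem cells. The label of each group gives 2 replicates, and the paper names no batch for them.

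For each library the authors deposited an expected count per gene, the FPKM and a transcript length, and for the series a table of the same FPKM with gene symbols, GO terms and KEGG orthology numbers. The expected counts are estimates made by the authors, and 33.9% of them are not whole numbers. The FPKM deposited by the authors is the expected count scaled by the length and by the reads of the library. The aligner, the counting program, their versions and the genome build are named neither in the paper's text nor in the labels, so no coordinates are given. Genes with an expected count of 0 are left out of a library's own table and were set to 0. The series table lists 21134 genes. Among the genes named in advance, 13 were not listed under that symbol. By NCBI Gene number 3 of them were found under an older symbol (MRE11 as MRE11A, SEM1 as SHFM1 and PYCR3 as PYCRL), and 10 were not listed, AGTR2 and NOX3 among them. The lists were tested without these 3 genes, and with them as an alternative. Gene names that overlap were read from the RefSeq annotation of GRCh38.p14, which was used for names and overlap only.

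The expected counts summed to between 4898287 and 5051448 per library, which sets a floor of 3 counts, 0.594 to 0.612 CPM (counts scaled to library size). A fold change against a group at or under the floor in both libraries is given as a lower bound computed from the floor. Intervals and floors cover counting error only.

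The main test was edgeR's quasi-likelihood F test on the rounded expected counts, two-sided, with TMM normalization, the filter of filterByExpr, all 6 libraries in 1 fit and Benjamini-Hochberg adjustment at 0.05 over the 14926 genes tested. Gene lists were tested with camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and with fry and the estimated correlation as alternatives. The 17 lists were glycolysis, HIF-1 targets, butanoate and ketone metabolism, cholesterol synthesis, homologous recombination, amino acid synthesis, proapoptotic genes, antiapoptotic genes, muscle contraction and myofibril, antioxidant response, NADPH oxidase, renin-angiotensin, ethanol metabolism, interferon response, pluripotency, fibroblast markers and smooth muscle markers. Lists with fewer than 5 genes tested were left out of the test. The thresholds of the paper were read as a log2 ratio of mean FPKM beyond 1 and a NOISeq-type probability over 0.8, with 0.001 in place of 0. GO terms of 5 to 500 genes were tested with a one-sided hypergeometric test against the genes that have a FPKM above 0 and carry a term. The KEGG column holds orthology numbers only, so pathways were not tested. Figures S3A and S3B of the paper were not used here.

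Genes are named by a rule set beforehand: the genes of Fig. 3C, the genes the paper names, and for each comparison the 5 genes with the largest rise and the 5 with the largest fall among those called and changed the same way in both replicates, ranked by p where fewer than 5 were called. Genes of a list are named where the list is discussed. INO80B-WBP1, RAD54B, the partners of read-through genes and the 6 genes called outside Fig. 3C that this rule does not cover were named after their values were seen.

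Alternatives covered the tool (DESeq2, or limma on log2(FPKM + 1) and log2(FPKM + 0.1)), DESeq2-type size factors in edgeR, no expression filter, at least 10 counts in every library, the replicate number as a block, only the libraries of the groups compared, each library left out in turn, the value in place of 0, the probability, the filter on FPKM, short RNA genes left out, the noise points and CPM in place of FPKM. A correction for GC content and gene length (loess with a span of 0.3 on each library, with values for 14531 of the 14926 genes, 97.4%), the same with the replicate block, 0.05 in place of 0, the list members under older symbols and the test of GO terms named in Fig. 3A were chosen after seeing the data.

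The test by edgeR was tested on simulated data with the means and library sizes of these libraries: of 14678 genes 197 were changed, and 89.9% of those with a log2 fold change of 2 and 63.3% of those with 1 were recovered, with 13 false calls. With no gene changed it made 4 calls. The thresholds were tested on 20267 simulated genes, of which 200 were changed: 86.5% of these passed, and so did 116 unchanged genes, 109 of them short RNA genes.

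R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.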

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

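The comparisons between the replicate libraries of a group, and the correction for GC content and gene length of the cholesterol synthesis list, were tests chosen only after the result was seen.

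Genes of cholesterol synthesis, which the paper does not discuss as a group, were lower in alcohol than in control. The mean log2 fold change of the list was −0.57, with 22 of 23 genes lower (camera adjusted p = 6.9e-11), while fry gave 0.340 and the estimated correlation 0.624. Of its genes 0 were called over all genes tested, 16 when adjusted over the list alone, and 18 had an unadjusted p under 0.05. Without alcohol replicate 2 the mean was −0.34. By library the list stood at 6.78 and 6.96 log2 CPM in control, 6.53 and 6.08 in alcohol, and 6.42 and 6.50 in co-treated cells. From alcohol to co-treated cells it rose by 0.16, with 19 of 23 genes higher (adjusted p = 0.0466), 0 called, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05. That mean was −0.07 without alcohol replicate 2 and 0.37 without alcohol replicate 1, and its adjusted p was 0.0786 without control replicate 1 and 0.0802 without control replicate 2, within 0.0231 to 0.942 over its alternatives. After correction for GC content and length the fall in alcohol was −0.56, which argues against such a bias as its cause. Between co-treated cells and control the mean was −0.41, with 21 of 23 genes lower (camera adjusted p = 4e-06, fry 0.566, estimated correlation 0.783), 0 called, 14 adjusted over the list alone and 16 at an unadjusted p under 0.05. All 4 libraries given alcohol thus lay below both controls. A difference confined to the libraries given alcohol alone would not give this unless losartan also lowered these genes. Both comparisons share the 2 control libraries, however. The 2 libraries given alcohol alone differed by 0.452, less than alcohol from control but most of that difference. With 2 libraries per group an effect of alcohol and a difference between replicates therefore cannot be told apart. A lower synthesis of cholesterol under alcohol stays open as a hypothesis.

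Smooth muscle marker genes, also not discussed in the paper, were lower in alcohol: the mean log2 fold change was −0.61, with 7 of 7 genes lower (camera adjusted p = 0.0127), while fry gave 0.506 and the estimated correlation 0.624. Of the 7 genes 0 were called over all genes tested, 2 when adjusted over the list alone, and 3 had an unadjusted p under 0.05. All 7 had at least 1 FPKM in control, so these cultures express them, and 1 of them, ACTA2, is also on the list of muscle contraction genes. By library the list stood at 7.41 and 7.13 in control, 7.18 and 6.14 in alcohol, and 6.70 and 6.78 in co-treated cells. Without alcohol replicate 2 the mean fold change was −0.09, and without alcohol replicate 1 it was −1.11. Between co-treated cells and control the mean was −0.53, with 7 of 7 genes lower (camera p = 0.0108 unadjusted and 0.0582 adjusted, fry 0.620, estimated correlation 0.783), 1 called, 2 adjusted over the list alone and 2 at an unadjusted p under 0.05. Both co-treated libraries lay below both controls, while alcohol replicate 1 lay between the controls. The 2 libraries given alcohol alone differed by 1.03, more than alcohol from control, so a difference between replicates may account for the fall in alcohol. The lower level in co-treated cells is not explained by the libraries given alcohol alone. An effect of alcohol, of losartan or of the control libraries shared by both comparisons stays open there. A loss of smooth muscle-like cells in alcohol was not tested.

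Of the genes called by edgeR between alcohol and control, 6 are outside Fig. 3C: COL14A1, PPP1R1A, GSTM2, TFPI2 and EFNB3, which were higher in alcohol, and the read-through gene HSPE1-MOB4, which was lower. After correction for GC content and length 8 of the 10 genes called stayed called, which argues against such a bias as the whole cause. COL14A1 and MFAP4 encode matrix proteins and could reflect more fibroblast-like cells. The other 9 genes of the fibroblast marker list were all expressed in control at 1 FPKM or more. Their median log2 fold change was 0.10, with 5 higher and 4 lower and a range of −0.52 to 0.28. None rose as much as MFAP4 (1.14) or COL14A1 (1.41), so a rise of that size was not shared by the list. Since the 9 genes went both ways, a change in the share of such cells stays open. With either co-treated library left out of the fit, 3 genes were called. HSPE1-MOB4 can share reads with the genes it spans, and its 0 counts in both alcohol libraries may come from how reads were divided, since replicate pairs of read-through genes at 0 in one library and at 20 counts or more in the other were 50.4 times as frequent as among other genes. An effect of alcohol on the other genes stays open as a hypothesis.

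The paper's text does not compare co-treated cells with control, and here edgeR called 54 genes, 47 of them outside Fig. 3C. Without alcohol replicate 1 in the fit 184 were called and without alcohol replicate 2 the number was 151. After correction for GC content and length 54 of the 54 stayed called, which argues against such a bias as their cause. Across genes, the changes of alcohol and of co-treated cells from control correlated at 0.605. Of genes with an unadjusted p under 0.05, 94.7% had the same sign. When all 6 libraries, the controls included, were simulated from the same mean per gene, these values were 0.497 (0.473 to 0.523) and 90.2%. Genes were drawn independently there, so a deviation of the measured controls common to many genes is not covered. In the measured libraries the correlation was 0.201 with a different control library in each change, and 0.620 with the control mean in both. The shared controls therefore account for part of the correlation, and 0.201 argues against deviations of single control libraries as the whole of it. A deviation common to both control libraries would remain in this test, so the controls are not excluded as the whole cause. An alternative is an effect of alcohol in both groups. Whether co-treated cells differ from control more than alcohol-treated cells do was not tested.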

How the results depend on the processing

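The correction for GC content and length, alone or with the replicate block, the list members under older symbols, the GO terms named in Fig. 3A and 0.05 in place of 0 were tests chosen only after the result was seen.

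The number of genes called between alcohol and control, 10 by edgeR, was 72 with DESeq2, 4 and 11 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), 2 with no filter, 26 with at least 10 counts in every library and 3 with only the 4 libraries compared. DESeq2 called all 10 of the edgeR genes, the stricter filter 8, no filter 2 and limma 0 and 1 on these scales. In each of the fits that left out 1 co-treated library 3 genes were called. Called genes were higher in alcohol for 9 of 10 with edgeR, 38 of 72 with DESeq2 and 20 of 26 with the stricter filter. Between co-treated cells and alcohol, 2 genes with edgeR became 5 with DESeq2, 4 with limma on log2(FPKM + 0.1), 1 with no filter, 0 with at least 10 counts, which leaves out both genes called because each is at 0 in a group (778 at an unadjusted p under 0.05), 4 with only the 4 libraries compared, and from 5 to 7 across the fits that each left out 1 control library. Between co-treated cells and control, 54 became 128 with DESeq2, 3 and 11 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), 15 with no filter, 95 with the GC and length correction, 158 with only the 4 libraries compared, and from 151 to 184 across the fits that each left out 1 alcohol library. DESeq2 gave no adjusted p for 3473 genes in each comparison with control and for 0 genes between co-treated cells and alcohol. The number of genes tested, 14926 with edgeR, was 13442 with the stricter filter, 21078 with no filter and 14443 with limma, and it also changed with the GC and length correction, with only the libraries compared and with a library left out. The cause of these differences was not tested.

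Across genes the replicate numbers gave little sign of a pairing. The deviations of same-numbered libraries correlated at 0.114 between control and alcohol, −0.016 between control and co-treated and 0.041 between alcohol and co-treated cells. With the replicate block 48 genes were called between alcohol and control (27 of them higher), 5 between co-treated cells and alcohol and 136 between co-treated cells and control. In each comparison more genes were called with the block than without it, so a difference shared by same-numbered libraries is not excluded. With the block and the GC and length correction these numbers were 65, 4 and 202. NOX4 turned between co-treated cells and alcohol under the block (0.0045), with an adjusted p over its alternatives between 0.993 and 1.0.

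Of the gene lists, 6 were called between alcohol and control and 3 between co-treated cells and alcohol, against 0 and 0 under fry and 0 and 0 with the estimated correlation. At an unadjusted p under 0.05 camera had 7 and 3 lists, and the other two tests had 0 and 0. With the members under older symbols added, 6 and 3 lists were called, and between alcohol and control homologous recombination had −0.22 (adjusted p = 0.0274, within 0.0108 to 0.624 over its alternatives) and amino acid synthesis −0.16 (adjusted p = 0.0250, within 0.0144 to 0.624). The GO terms named in Fig. 3A gave 0 and 1. With all libraries kept, directions turned between alcohol and control for butanoate and ketone metabolism (0.023 with no filter, 0.0063 and 0.016 on log2(FPKM + 1) and log2(FPKM + 0.1)), the antioxidant response (−0.0052 with at least 10 counts) and pluripotency (0.031 and 0.022 on the FPKM scales). Between co-treated cells and alcohol they turned for amino acid synthesis (0.023 with at least 10 counts, 0.019 and 0.014 on the FPKM scales), antiapoptotic genes (0.025 and 0.028), the antioxidant response (0.032 and 0.034) and interferon (0.025 on log2(FPKM + 0.1) and 0.028 with the GC and length correction). The cause was not tested. Leaving out 1 library turned others, among them muscle contraction between alcohol and control, from −0.22 to 0.02 without alcohol replicate 2, and cholesterol synthesis and smooth muscle markers between co-treated cells and alcohol, from 0.16 to −0.07 and from 0.08 to −0.44 without that library. Over all lists and settings, 265 of 304 values kept direction and side of the threshold, 21 were weaker, 3 stronger and 15 reversed. In the fits without 1 library of the third group 66 of 68 values kept both and 2 were weaker. Where a compared group kept 1 library, 17 of 136 values turned direction. For the named genes 600 of 682 values with an adjusted p kept both, 42 were weaker, 39 stronger and 1 reversed. In the fits without 1 library of the third group 118 of 134 kept both, 8 were weaker and 8 stronger, and where a compared group kept 1 library 13 of 268 turned direction.

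Of the genes past the paper's thresholds, 169 between alcohol and control, 40 passed at a probability over 0.9, 47 without short RNA genes, 26 on CPM, 196 with 0.05 in place of 0, and from 210 to 269 across the fits that each left out 1 library. From alcohol to co-treated cells, 118 became 31, 20 and 8 under the first 3 of these, and from 170 to 207 with 1 library left out. Against control, 178 became 38, 51 and 38. With the genes of the edgeR test in place of those past the thresholds, 2 GO terms were found against 0. The share of genes moved back was 20.0% for the genes called by edgeR and 28.2% without short RNA genes, and from 33.1 to 40.8% with 1 library left out. A stricter probability and fewer genes lower a count by construction, and for the other settings the cause was not tested. Short RNA genes rest on 2 counts at the median, so at this depth no call for one of them is firm.

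No GO test with a library left out was run, and the eBayes alternative with trend and robust was not run because limma was not the main test. Where an arm kept 1 library no call was made with edgeR or camera. The paper's thresholds were still applied there, with a replicate pair left in the other arm only, so those counts are descriptive.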

Differences from the paper's values

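Of the tests in this part, only that of the GO terms by camera was chosen after the result was seen.

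The paper reports 7 enriched GO biological processes among its DEGs, and 0 were found here among the genes past its thresholds, with 38 terms at an unadjusted p under 0.05. Genes were counted only under the terms that the deposited table assigns to them, so a broad term can leave out genes of narrower ones. Metabolic process held 0 of the genes past the thresholds, while glucose catabolic process held ENO1 and LDHA. For such broad terms the test therefore cannot decide on the paper's enrichment. With the genes of the edgeR test in place of those past the thresholds 2 terms were found, and with short RNA genes left out 0, with 35 at an unadjusted p under 0.05, so that none of the alternatives set before the data were examined closed the gap. Tested by camera, the GO terms named in Fig. 3A gave 0 terms between alcohol and control, with 1 at an unadjusted p under 0.05. That setting was chosen after seeing the values. For muscle contraction, 1 of the processes in Fig. 3A, the fixed list of muscle contraction and myofibril genes had an adjusted p of 0.0528 from camera, and of 0.0365 with at least 10 counts in every library, 0.0310 on log2(FPKM + 1) and 0.0463 on log2(FPKM + 0.1), within a range of 0.0310 to 0.758 over its alternatives.

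The paper names butanoate metabolism among the pathways of its DEGs. The fixed list of butanoate and ketone metabolism, tested here in place of the pathway, had an adjusted p of 0.740, and of 0.510 to 0.849 over its alternatives.

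The paper lists JMJD7-PLA2G4B, SPAG4 and MIR7-1 among its DEGs in Fig. 3C, and these 3 genes did not pass the thresholds here. JMJD7-PLA2G4B had a log2 ratio of 0.56 and a probability of 0.562, and passed under 0 of 10 settings. SPAG4 had a log2 ratio of −1.51 and a probability of 0.760. It passed with 0.5 in place of 0, with a mean FPKM of at least 1, without alcohol replicate 1 and without control replicate 2. MIR7-1 had a probability of 0.677 and passed without control replicate 1.

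The paper names negative regulation of biological process among the processes changed by alcohol. Its mean log2 fold change between alcohol and control was 0.20 over 6 genes (camera adjusted p = 0.670), and 0 of its 6 genes had an unadjusted p under 0.05. Between co-treated cells and alcohol the mean was −0.40, with 6 of 6 genes lower (camera adjusted p = 0.0477, fry 0.422). Genes assigned only to narrower terms were left out of this broad term, so these values cannot decide on the paper's process.

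The paper states that losartan prevented the changes of the apoptosis pathway fully. The proapoptotic list had a mean log2 fold change of −0.13 between alcohol and control (camera adjusted p = 0.473) and of 0.12 between co-treated cells and alcohol (camera adjusted p = 0.406). Among GO terms, intrinsic apoptotic signaling pathway had 0.05 and −0.08, and positive regulation of apoptotic process 0.03 and −0.08 (camera adjusted p from 0.236 to 0.670). Apoptotic process (−0.05 and −0.01), extrinsic apoptotic signaling pathway (−0.08 and 0.01) and apoptotic mitochondrial changes (−0.02 and −0.08) did not rise in alcohol. Of all genes past the thresholds in alcohol, most of them short RNA genes, 37.3% were at or past the midpoint towards control in co-treated cells (28.2% without short RNA genes). That share cannot tell losartan from regression towards the mean.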

Other observations

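The tests of read-through genes, of the replicate libraries for glycolysis and HIF-1 targets, and of the 6 divisions of the libraries given alcohol were chosen only after the result was seen.

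Short RNA genes made up 130 of the 169 genes past the paper's thresholds in alcohol. When the 4 libraries were regrouped so that each group held 1 control and 1 alcohol library, 123 and 94 genes passed, 110 and 90 of them short RNA genes. The regrouping with fewer of them thus still put 90 past, which is consistent with counting noise of genes with few reads as the source of most of these short RNA genes. With the noise of the real grouping in place of that of each regrouping, 147 and 129 genes passed, 130 and 122 of them short RNA genes. Of the other genes, 13 and 4 passed in the regroupings, or 17 and 7 with the noise of the real grouping, against 39 in the real grouping, so for them the same noise accounts for fewer. A response of single microRNAs to alcohol was not detectable at this depth.

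Several genes of Fig. 3C are read-through genes. Among 67 read-through genes whose names join those of other genes in the table and whose mean was at least 10 counts, 12 of 201 replicate pairs (5.97%) had 0 counts in one library and at least 20 in the other, against 0.119% expected from other genes of like mean count, a ratio of 50.4. This is consistent with reads being divided between overlapping genes in the authors' estimation. The 5.97% describes replicates of one condition, so no effect of alcohol is needed for such a 0.

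Glycolysis genes and HIF-1 targets fell in alcohol and stood near control in co-treated cells. The 2 libraries given alcohol alone differed by 0.594 in mean log2 CPM for glycolysis, against a group difference of −0.50, and by 0.859 for HIF-1 targets, against −0.54. A difference between replicates, such as in oxygen or cell density, may therefore account for the whole fall, and neither was measured here. After correction for GC content and length the fall of glycolysis genes was −0.50, which argues against such a bias. In alcohol replicate 1 the lists lay at 8.77 and 6.60, and in alcohol replicate 2 at 8.17 and 5.74. An effect of alcohol on HIF-1 targets that losartan undoes stays open as a hypothesis.

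The share of genes past the thresholds that moved back in co-treated cells, 37.3%, lay above all draws of the simulation with the observed means and below 99 of the 100 draws without any change. The 4 libraries given alcohol can be divided in 6 ways into a pair that chooses the genes and a pair that is measured. The 6 shares lay between 35.8 and 46.6%, and 5 of them, the real one included, were at least 37.3%. Regression towards the mean of chosen genes and an effect of losartan cannot be told apart here, because 5 of the 6 divisions gave at least as large a share and the simulations bracket it. Without short RNA genes the share was 28.2%, the simulation with the observed means gave 9.40% (3.13 to 18.8%), and 3 of the 6 divisions gave at least as much.

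Of the other lists none had an adjusted p under 0.05 between alcohol and control. For the renin-angiotensin list the mean log2 fold change was −0.08 (3 of 6 genes higher, camera adjusted p = 0.712, 0 called, 0 adjusted over the list alone, 2 at an unadjusted p under 0.05), from −0.14 without control replicate 1 to 0.01 without control replicate 2, with −0.02 without alcohol replicate 1 and −0.12 without alcohol replicate 2. For ethanol metabolism it was 0.03 (3 of 5 higher, adjusted p = 0.740, 0 called, 0 adjusted over the list alone, 2 at an unadjusted p under 0.05), from 0.01 without control replicate 2 to 0.06 without control replicate 1, with 0.05 without alcohol replicate 2. For the interferon response it was 0.13 (4 of 9 higher, adjusted p = 0.399, 0 called, 1 adjusted over the list alone, 2 at an unadjusted p under 0.05), from 0.07 without alcohol replicate 1 to 0.20 without control replicate 2, with 0.08 without control replicate 1 and 0.20 without alcohol replicate 2. For pluripotency it was −0.09 (3 of 6 higher, adjusted p = 0.343, 0 called, 0 adjusted over the list alone, 0 at an unadjusted p under 0.05), with −0.01 without control replicate 1 or alcohol replicate 2, −0.15 without control replicate 2 and −0.16 without alcohol replicate 1. For fibroblast markers it was 0.10 (6 of 10 higher, adjusted p = 0.473, 1 called, 1 adjusted over the list alone, 2 at an unadjusted p under 0.05), from −0.02 without control replicate 2 to 0.25 without control replicate 1, with 0.05 without alcohol replicate 1 and 0.17 without alcohol replicate 2. All 10 fibroblast markers had at least 1 FPKM in control, and 1 is also on another list.

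By real-time PCR the paper found more AngII and AT1R RNA in cells given alcohol (Fig. 4E, F), and by Western blot more AT1R and NOX4 protein. For AGTR1, which encodes AT1R, the counts were 0 and 0 in control, 1 and 0 in alcohol, and 0 and 2 in co-treated cells, all at or under the floor of 3 counts, so no difference was detectable at this depth. AGT, which encodes the precursor of AngII, had 17.0 and 20.0 FPKM in control, 23.0 and 25.2 in alcohol, and 25.4 and 25.3 in co-treated cells, a log2 fold change of 0.34 in alcohol (standard error 0.13, adjusted p = 0.370 from edgeR). NOX4 had 0.63 and 0.76 FPKM in control, 0.70 and 0.33 in alcohol, and 0.67 and 0.39 in co-treated cells, a log2 fold change of −0.40 in alcohol (adjusted p = 0.852 from edgeR), which was 0.09 without alcohol replicate 2 and −1.11 without alcohol replicate 1. CYBB, which encodes NOX2, had 0.45 and 0.32 FPKM in control, 0.45 and 0.37 in alcohol, and 0.84 and 0.86 in co-treated cells, with a log2 fold change of 0.06 in alcohol (adjusted p = 0.979 from edgeR) and of 1.03 from alcohol to co-treated cells (adjusted p = 0.899 from edgeR).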
